# PD-1 activation mitigates lupus nephritis by suppressing hyperactive and heterogeneous PD-1^+^CD8^+^ T cells

**DOI:** 10.7150/thno.107418

**Published:** 2025-03-31

**Authors:** Jun Deng, Junling Zhu, Xiaoyue Jiang, Chao Yao, Haifeng Chen, Yanjie Ding, Peng Niu, Qian Chen, Huihua Ding, Nan Shen

**Keywords:** Lupus nephritis, PD-1+CD8+ T cell, scRNA-seq, TCR clonality

## Abstract

**Rationale:** Programmed cell death protein 1 (PD-1)-expressing CD8^+^ T cells are typically associated with exhaustion in cancer and infections, but their role in autoimmune diseases, particularly lupus nephritis (LN), remains less understood. Understanding the characteristics and functions of PD-1^+^CD8^+^ T cells in LN could help identify novel therapeutic strategies.

**Methods:** We analyzed the abundance and phenotypes of PD-1^+^CD8^+^ T cells in LN patients and NZB/W F1 mice. Single-cell RNA sequencing (scRNA-seq) was used to delineate subsets and TCR clonal diversity in PD-1^+^CD8^+^ T cells in NZB/W F1 mice. The therapeutic efficacy of a PD-L1 Fc fusion protein on kidney pathology and proteinuria in NZB/W F1 mice was evaluated. In addition, the inhibitory mechanism of PD-1 in CD8^+^ T cells were further explored using RNA-seq, q-PCR, flow cytometry, and Western blot.

**Results:** PD-1^+^CD8^+^ T cells were enriched in LN patients and NZB/W F1 mice, exhibiting elevated activation markers and cytotoxic molecules compared to PD-1^-^ cells. scRNA-seq identified seven distinct subsets with diverse effector functions and robust TCR clonal expansion in the kidney of NZB/W F1 mice with severe disease. PD-L1 Fc treatment reduced kidney damage and proteinuria in NZB/W F1 mice, which correlated with decreased frequencies of PD-1^+^CD8^+^ and IFN-γ^+^CD8^+^ T cells. Mechanistically, PD-L1 Fc inhibited Stat1 phosphorylation, T-bet expression, and IFN-γ production in CD8^+^ T cells.

**Conclusion:** These findings show that PD-1^+^CD8^+^ T cells in LN are hyperactive, clonally expanded, and contribute to disease progression. Targeting the PD-1/PD-L1 pathway with PD-L1 Fc effectively reduced kidney pathology in a murine model of LN, underscoring the potential of modulating PD-1 signaling as a treatment strategy for LN.

## Introduction

Systemic lupus erythematosus (SLE) is a chronic autoimmune disease characterized by systemic inflammation and immune dysregulation 1, 2. Lupus nephritis (LN), a major complication, significantly contributes to SLE-related morbidity by involving autoantibody production and proinflammatory mediator release 3-5. CD8^+^ T cells, while typically protective in chronic infections and cancer 6, can also drive tissue damage and worsen autoimmunity 7-9, as demonstrated by their infiltration into the kidney and association with disease activity in LN 10. These cells manifest cytotoxic, memory effector, and tissue-resident phenotypes in LN patients 11-13. However, certain CD8^+^ regulatory T cell subsets have protective roles in LN by reducing autoreactive B cells and promoting immune regulation 14, 15, adding complexity to the overall picture. This dual role of CD8^+^ T cells in LN highlights their contributions to both pathology and immune homeostasis.

The programmed cell death-1 (PD-1)/PD-L1 axis is crucial in maintaining immune balance 16. Genetic variations in *PDCD1* influence LN susceptibility, with certain polymorphisms providing protective effects 17, 18. In murine models, PD-1 deficiency fosters proliferative glomerulonephritis 19. While anti-PD-1/PD-L1 therapies have transformed cancer treatment, they also lead to immune-related adverse events (irAEs), including lupus erythematosus (LE) onset 20, 21. Among reported cases of LE as irAEs, 93.2% were linked to anti-PD-1/PD-L1 21, underscoring the complex role of PD-1 in LN.

Although CD8^+^ T cell exhaustion is well-known in cancer and chronic infections 6, 22, its role in LN remains unclear. Initial reports suggest that exhaustion markers might correlate with better outcomes in SLE patients 23, and studies in MRL/*lpr* mice indicate that kidney-infiltrating CD8^+^ T cells are metabolically and functionally exhausted 24. However, more recent single cell RNA-sequencing (scRNA-seq) data reveal diverse CD8^+^ T cell populations in LN, including cytotoxic and tissue-resident memory phenotypes, without hallmark signs of exhaustion 25, 26. These conflicting findings suggest a more nuanced role of "exhausted" CD8^+^ T cells in LN that requires further exploration.

In this study, we demonstrate that PD-1^+^CD8^+^ T cells are enriched in the kidney of both LN patients and a murine model, exhibiting a hyperactivated phenotype and promoting disease progression. These populations consist of diverse subsets, featuring clonally expanded effector and cytotoxic populations in NZB/W F1 mice. Notably, PD-L1 Fc treatment significantly ameliorated disease in NZB/W F1 mice by inhibiting PD-1^+^CD8^+^ T cells and reducing IFN-γ production via the Stat1-T-bet axis. These findings highlight that hyperactivated PD-1^+^CD8^+^ T cells play a pivotal role in LN and indicate that targeting the PD-1 pathway as a promising therapeutic strategy.

## Methods

### Human samples

Twenty patients fulfilling the 1997 American College of Rheumatology classification criteria for LN 27 were recruited. Blood samples and renal biopsies were collected with written informed consent and approved by the Ethical Committee of Renji Hospital, Shanghai Jiao Tong University School of Medicine (KY-2022-03-B). Detailed patient demographics are provided in Supplementary tables 1-2 (Table S1 and Table S2).

### Mice and PD-L1 Fc treatment

Female NZB/W F1 mice were obtained from Jackson Laboratory (Bar Harbor, USA), and C57BL/6 mice from Shanghai Jihui Laboratory Animal Care Co., Ltd. (Shanghai, China). All animal experiments were conducted in accordance with the Institutional Animal Care and Use Committee (IACUC) guidelines of Renji Hospital, Shanghai Jiao Tong University School of Medicine. Beginning at 20 weeks of age, female NZB/W F1 mice received intraperitoneal injections of recombinant mouse PD-L1/B7-H1 Fc chimera protein (100 µg/mouse, R&D Systems) or PBS twice weekly through 24 weeks of age. Mice were then analyzed at 25 weeks.

### Cell culture

CD8^+^ T cells were isolated from female NZB/W F1 mice and cultured in 96-well plates coated with anti-CD3 (1 µg/mL, BioLegend) and anti-CD28 (1 µg/mL, BioLegend) antibodies, with or without PD-L1 Fc (0-5 µg/mL, R&D Systems), for 72 h. For proliferation assays, CD8^+^ T cells were labeled with carboxyfluorescein succinimidyl ester (CFSE, 1 µg/mL) and stimulated with anti-CD3/CD28 antibodies in the presence or absence of PD-L1 Fc for 72 h.

### Isolation of kidney-infiltrating immune cells

Renal biopsies from LN patients or renal tissues from NZB/W F1 mice were minced and digested with collagenase I (1 mg/mL) at 37°C for 10 min. The resulting cell suspension was layered on a 40% Percoll gradient and centrifuged at 500 g for 20 min at 4°C. The mononuclear cell (MNC) layer between 40% and 80% Percoll was collected and washed with PBS containing 5% FBS and 1% penicillin/streptomycin.

### Flow cytometry

Single-cell suspensions of human and mice samples were stained with fluorochrome-conjugated antibodies. For mouse samples, the following antibodies were used: CD4 (RM4-5), CD8a (53-6.7), CD44 (IM7), CD62L (MEL-14), IFN-γ (XMG1.2), TNF-α (MP6-XT22), granzyme B (QA16A02), perforin (eBioOMAK-D), Foxp3 (FJK-16s), CD38 (90), CD69 (H1.2F3), CD103 (2E7), OX40 (OX-86), CD29 (HMβ1-1), T-bet (4B10), Ki-67 (B56), and active caspase 3 (C92-605). For human samples, antibodies included TCRαβ (IP26), CD19 (SJ25C1), CD4 (SK3), CD8 (SK1), CD45RA (HI100), CD62L (DREG-56), TNF-α (MAb11), IFN-γ (B27), IL-21 (3A3-N2) and perforin (dG9). These antibodies were obtained from BD Biosciences, BioLegend, or ThermoFisher. For intracellular staining, cells were stimulated for 5 h with PMA (Sigma-Aldrich), ionomycin (Sigma-Aldrich), monensin (BioLegend), or brefeldin A (BD Pharmingen). Intracellular antigens were stained using the Fixation/Permeabilization Solution Kit (BD Pharmingen). Zombie Aqua™ Fixable Viability Kit (BioLegend) was used to distinguish live/dead cells. Data were acquired on a flow cytometer (BD Fortessa X20) and analyzed with FlowJo software (BD).

### ELISA

Serum anti-dsDNA IgG and ANA levels from NZB/W F1 mice were measured using the ELISA kit (Alpha Diagnostic International) in accordance with the manufacturer's instructions. Serum IFN-γ from NZB/W F1 mice with IgG or PD-L1 Fc treatment, and IFN-γ in cell culture supernatant of CD8^+^ T cells were determined by the ELISA MAX™ Standard Set Mouse IFN-γ kit (BioLegend) following the manufacturer's protocols.

### Bulk RNA-sequencing, single-cell RNA and V(D)J sequencing

Splenic PD-1^+^CD44^+^CD8^+^ and PD-1^-^CD44^+^CD8^+^ cells were sorted, and total RNA was extracted using the RNeasy Mini Kit (QIAGEN). RNA quality was verified on an Agilent 2100 Bioanalyzer. Libraries were prepared with SMART-seq and sequenced on the Illumina HiSeq X Ten platform.

For scRNA-seq, PD-1^+^CD44^+^CD8^+^ cells were sorted and processed using the Chromium Controller (10× Genomics). Libraries were prepared with the Chromium Single Cell 5′ v2 Reagent Kit and quality-checked using a Qubit fluorometric assay and Agilent 2100 Bioanalyzer. Sequencing was performed on the HiSeq2500 platform, yielding 100 million reads per sample and 10,000 reads per cell.

V(D)J sequencing was performed using the Single-Cell V(D)J Enrichment Kit (10× Genomics) to enrich TCR segments from amplified cDNA. The Cell Ranger vdj pipeline (v.3.0.2) was used for demultiplexing, gene quantification, and TCR clonotype assignment using the GRCm38 mouse genome. TCR diversity was assessed with ACE and Chao indices, focusing on productive TCR (TRA) and TCR (TRB) chains. Clonotypes were defined by unique TRA-TRB pairs, and dominant TCR clonotypes were visualized using UMAP. TCR libraries were pooled and sequenced to a depth of 5,000 read pairs per sample.

### Quantitative real-time PCR

Total mRNA from cultured CD8^+^ T cells was extracted using TRIzol reagent (Invitrogen). Complementary DNA (cDNA) was synthesized using the cDNA Synthesis Kit (Takara), and real-time PCR was performed on a QuantStudio™ 7 Flex Real-Time PCR System (Thermo Fisher) with SYBR Green Master Mix (Invitrogen). qPCR primers used for the analysis are listed in Table S3. The relative expression levels of target genes were normalized to *Actb* expression, and data were analyzed using the ΔCt method.

### Western blot

CD8^+^ T cells from NZB/W F1 mice were activated with anti-CD3/CD28 and treated with or without PD-L1 Fc (0-5 μg/mL). Cells were lysed in RIPA buffer (Sigma-Aldrich) containing PMSF (ThermoFisher) and a protease inhibitor cocktail (Roche Diagnostics). Proteins were separated via SDS-PAGE and transferred onto membranes. Primary antibodies included rabbit anti-phospho-Stat1 (Tyr701, 58D6), Stat1 (D1K9Y), and β-Actin (D6A8) from Cell Signaling Technology, as well as anti-T-bet (4B10) from BioLegend. HRP-conjugated anti-rabbit IgG secondary antibodies were used, and protein bands were visualized using chemiluminescent substrates (GE Healthcare) on a ChemiDoc XRS system (Bio-Rad). Band intensity was quantified using ImageJ software (NIH).

### Immunohistochemistry and immunofluorescence staining

Human renal biopsies and NZB/W F1 mouse kidney sections were stained with anti-CD8 antibodies (D8A8Y for human, C8/144B for mouse; CST) and counterstained with Mayer's hematoxylin (Dako). Images were captured using a NanoZoomer S360 Digital Slide Scanner (Hamamatsu).

For human kidney-infiltrating PD-1^+^CD8^+^ T cells, sections were stained with FITC-CD8α (RPA-T8, CST), PD-1 (D7D5W, CST), and Cy3-conjugated donkey anti-rabbit IgG. Mouse kidney sections were stained with goat anti-mouse IgG (Sigma-Aldrich) and Cy3-conjugated donkey anti-goat IgG (Proteintech). PD-1^+^CD8^+^ T cells in mouse kidneys were detected using anti-CD8 (53-6.7, BioLegend) and anti-PD-1 (D7D5W, CST), with nuclei counterstained by DAPI. Confocal images were acquired using a Zeiss LSM 710 microscope and analyzed with Photoshop CC 2019.

### Statistics

Data were analyzed using GraphPad Prism (version 8.0). Comparisons between PD-1^+^CD8^+^ and PD-1^-^CD8^+^ T cells in LN patients and NZB/W F1 mice, as well as between treatment groups (PD-L1 Fc vs. control) in NZB/W F1 mice, were performed using the Mann-Whitney U test. For CFSE-labeled proliferation assays and analysis of IFN-γ and T-bet expression in cultured CD8^+^ T cells, one-way ANOVA was employed. Data are presented as mean ± SEM (or median for human data) and considered statistically significant at p < 0.05.

## Results

### Hyperactivation of PD-1^+^CD8^+^ T cells in LN patients

Ample studies have highlighted the complexity of CD8^+^ T cells and PD-1 in the pathogenesis of LN 18, 28. To investigate further, we characterized PD-1^+^CD8^+^ T cells in peripheral blood mononuclear cells (PBMCs), and mononuclear cells (MNCs) from renal biopsies of LN patients. Histopathology revealed significant glomerular damage, interstitial lesions, cast formation, and immune cell infiltration (Figure 1A). CD8^+^ T cells were present in these regions, forming large immune aggregates near the glomerular capsule. PD-1^+^CD8^+^ T cells were localized along Bowman's capsule and associated with immune aggregates (Figure 1B).

To elucidate the roles of CD4^+^ and CD8^+^ T cells, we quantified these subsets in PBMCs and renal biopsies using flow cytometry. The CD8^+^/CD4^+^ ratio was higher in both PBMCs (1.8) and renal biopsies (1.9), indicating preferential CD8^+^ T cell infiltration in the kidney. Renal CD8^+^ T cells showed significantly higher PD-1 expression (64.4%) compared to circulating CD8^+^ T cells (18.2%), suggesting that the kidney microenvironment promotes PD-1 upregulation (Figure 1C).

Functional analysis demonstrated that PD-1^+^CD8^+^ T cells from both blood and renal tissue were hyperactivated, producing elevated levels of proinflammatory cytokines (IL-2, IL-21, IFN-γ). Additionally, PD-1⁺CD8⁺ T cells in PBMCs showed higher expression of cytotoxic molecules (CD107a, FasL, GZMB, and perforin) compared to their PD-1⁻ counterparts. However, this increased expression was not observed in kidney MNCs (Figure 1D and Figure S1). These findings indicate a pathogenic role for hyperactivated PD-1^+^CD8^+^ T cells in LN.

### Hyperactivation of PD-1^+^CD8^+^ T cells in female NZB/W F1 mice

We examined PD-1^+^CD8^+^ T cells in NZB/W F1 mice, a classical murine lupus model 29, at various stages of disease progression. At advanced disease (28 weeks), kidneys exhibited severe damage, including glomerular and interstitial inflammation, fibrosis, and vasculitis (Figure 2A). CD8^+^ T cells accumulated around glomeruli, mesangium, capillary walls, and renal tubules (Figure 2B). PD-1^+^CD8^+^ T cells were observed scattered near glomeruli and renal tubules (Figure 2C).

To further explore T cell dynamics, we quantified CD4^+^ and CD8^+^ subsets in the spleen and kidney at pre-disease (12 weeks) and advanced disease (28 weeks). The CD8^+^/CD4^+^ ratio increased significantly in the kidneys at advanced disease (Figure 2D), correlating with elevated PD-1 expression on CD8^+^ T cells in both spleen and kidney. Most PD-1^+^CD8^+^ T cells in the kidney co-expressed the activation marker CD44 (Figure 2E and Figure S2A). We next analyzed whether PD-1^+^CD8^+^ T cells also express other activation markers. At the pre-disease stage, splenic PD-1^+^CD44^+^CD8^+^ T cells had elevated expression of activation markers (CD38, CD69, OX40), proinflammatory cytokines (IFN-γ, TNF-α), and cytotoxic molecules (FasL, GZMB, perforin) compared to PD-1^-^ counterparts. During advanced disease, kidney-infiltrating PD-1^+^CD44^+^CD8^+^ T cells exhibited significantly higher expression of these markers than PD-1^-^ cells (Figure 2F, Figure S2B-D, and Figure S3). These findings suggest that PD-1^+^CD8^+^ T cells transition from systemic activation at early disease stage to a localized pathogenic phenotype in the kidney during advanced LN.

### Functional heterogeneity and dynamic shifts of PD-1^+^CD8^+^ T cells in NZB/W F1 mice

Given the hyperactivation of PD-1^+^CD8^+^ T cells in LN patients and NZB/W F1 mice, we compared PD-1^+^CD44^+^CD8^+^ and PD-1^-^CD44^+^CD8^+^ T cells at pre-disease (12 weeks, 12W) and advanced LN (28 weeks, 28W) stages (Figure 3A). 

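The bulk RNA-seq compared CD44+CD8+ T cells sorted from the spleens of female NZB/W F1 mice, a cross that develops lupus nephritis with age, with 3 libraries of PD-1+ cells and 3 of PD-1- cells. The sample labels and the legend of Figure 3 give an age of 20 weeks, whereas the results text and Figure 3A give 12 and 28 weeks. The methods name the RNeasy Mini Kit and SMART-seq, and the labels name Trizol and a SMARTer kit. The paper's text does not say whether the 3 libraries of a group came from separate mice. If they did not, the p-values and SD given here measure the spread between libraries, not between mice. The paper's statistics section names the Mann-Whitney U test for PD-1+ against PD-1- cells but no test for the bulk RNA-seq. With 3 against 3 such an exact test cannot give a p under 0.1.

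The authors deposited FPKM values, that is, fragments scaled to gene length and library size, for 55335 genes listed by Ensembl identifier. The text names no aligner, annotation or counting tool for these libraries. The FPKM of a library summed to a median of 384062 in the PD-1- and 400511 in the PD-1+ group, and between 24059 and 24779 genes were above 0. Since the values are not counts, the depth was estimated from the steps that single fragments leave in 34186 genes with 1 annotated transcript. This gave about 23990000, 19090000 and 21120000 fragments for the PD-1- libraries and about 20890000, 17590000 and 18340000 for the PD-1+ libraries, with an error of at most 2.7% on simulated libraries. Across genes, which are not independent replicates, log2(FPKM + 1) correlated at 0.9940 to 0.9953 (Pearson's r) within a group and at 0.9900 to 0.9919 between groups.

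Gene symbols and positions were taken from GENCODE M21 (GRCm38), which holds 55154 of the identifiers. Differences were tested with limma on log2(FPKM + 1) over the 12922 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. The sort was on PD-1, and its gene Pdcd1 had 1.44, 1.61 and 1.54 FPKM in the PD-1- libraries (1.53 ± 0.086, SD, n = 3) and 13.9, 14.5 and 14.2 FPKM in the PD-1+ libraries (14.2 ± 0.34, SD, n = 3).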

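In the libraries of splenic PD-1+CD44+CD8+ T cells, 2397 genes were higher and 1604 were lower than in those of PD-1-CD44+CD8+ T cells at an adjusted p under 0.05 (limma). The balance depended on the scaling, with 1863 higher and 2226 lower after rescaling each library to a total of 1000000 and 2013 and 1978 after quantile normalization. Most of the differences were small, with a median absolute log2 fold change of 0.34. At the cutoff drawn in the volcano plot, an unadjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, 59 genes were higher and 25 were lower. The pseudocount moved these counts most, to 176 and 71 at a pseudocount of 0.01. The libraries of the 2 groups did not overlap for 48.2% of the genes tested, against 10% by chance. Transcripts of other cell types were abundant in these libraries. The B cell gene Cd79a had 271 FPKM in PD-1- and 268 in PD-1+ libraries, beside 125 and 117 for Cd8a. Immunoglobulin genes took 20.2% and 27.9% of the FPKM. A difference between the libraries, here and below, therefore need not lie in the CD8 T cells.

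Among the genes labelled on the PD-1+ side of Figure 3B, Gzmk, Pdcd1, Ccl5, Gzmb, Ifng, Itgb1, Tnfrsf9, Stmn1 and Mki67 were higher in PD-1+ cells. Gzmk, which encodes granzyme K and lies on chromosome 13 (113171608 to 113225908), rose from 5.41 ± 0.65 to 52.2 ± 2.5 FPKM (SD, n = 3 libraries per group), a log2 fold change of 3.06 (standard error 0.08, limma adjusted p = 2.22e-05). The chemokine gene Ccl5 on chromosome 11 (83525778 to 83530518) rose from 146 ± 10 to 569 ± 31.4 FPKM (SD, n = 3), a log2 fold change of 1.95 (standard error 0.06, limma adjusted p = 3.90e-05). The log2 fold change of Pdcd1 was 2.59 (standard error 0.05, limma adjusted p = 5.30e-06), and 3.21 with a pseudocount of 0.01. Itgb1, which encodes CD29, had a log2 fold change of 1.19, Tnfrsf9 of 1.13, Stmn1 of 1.12 and Mki67 of 0.89. With each library left out in turn, the log2 fold change of Gzmk stayed between 2.97 and 3.12 and that of Mki67 between 0.86 and 0.91.

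Among the genes labelled on the PD-1- side, Satb1, Il7r and 6 more were lower in PD-1+ cells. Satb1 on chromosome 17 (51736187 to 51833290) fell from 19.2 ± 0.52 to 8.18 ± 0.16 FPKM (SD, n = 3), a log2 fold change of -1.14 (standard error 0.04, limma adjusted p = 3.90e-05). Il7r fell from 108 ± 5.7 to 48.7 ± 0.70 FPKM (SD, n = 3), a log2 fold change of -1.13 (standard error 0.04). The log2 fold changes of the other 6, Bbc3, Col6a4, Il4ra, Lef1, Bcl2 and Ccr7, were -1.39, -1.17, -0.91, -0.78, -0.77 and -0.73. These 17 labelled genes all had an adjusted p under 0.05 both over all genes tested and adjusted over the list alone. The study chose them on these libraries, so neither count is independent evidence.

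**Figure D1:**
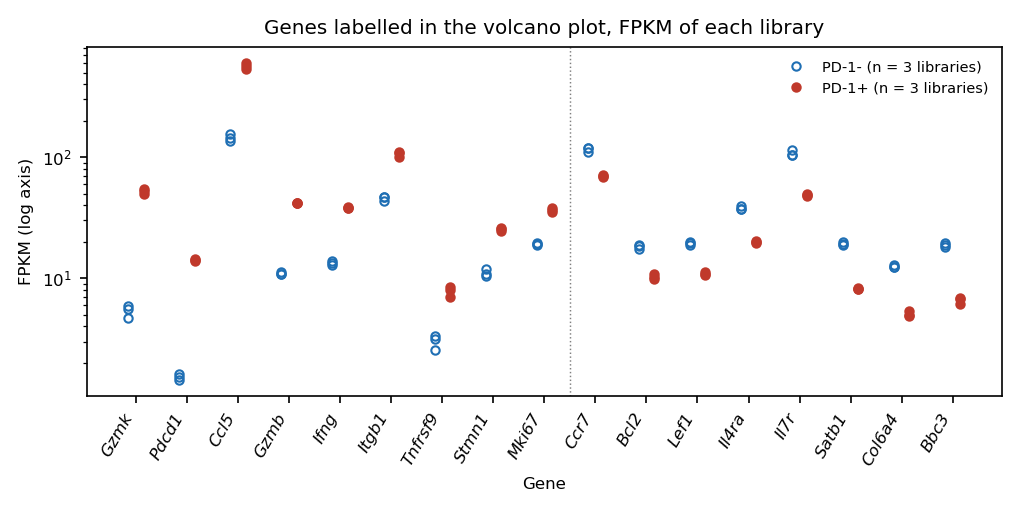
FPKM (log axis) of each of the 3 PD-1- and 3 PD-1+ libraries for 17 of the genes labelled in Figure 3B, with the PD-1+ side on the left of the dotted line and the PD-1- side on the right. For every gene drawn, the 3 points of one group lie apart from the 3 points of the other.

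Among all genes whose libraries did not overlap, immunoglobulin and TCR V segments aside, the largest rises in PD-1+ cells were those of Gzmk, Pdcd1, Rgs16 (2.19), Lag3 (2.16) and Ccl5. The largest falls on the log2 scale were those of Gm49721 (-2.32), mt-Ts2 (-2.11), Tomm5 (-1.82), 5830411N06Rik (-1.66) and Gm33104 (-1.42). Gm49721 varied widely between PD-1- libraries, at 6.26 ± 3.9 FPKM (SD, n = 3).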

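Gene lists were tested as sets with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 29 lists. The study's single-cell signatures were defined on other samples. The cytotoxic signature (Ccl5, Gzmk, Cxcr6 and Nkg7) was higher in PD-1+ cells, with a median log2 fold change of 1.35 and 4 of 4 genes higher (adjusted p = 3.35e-05). Of these genes, 3 are also in the heatmap of Figure 3D. The rises of Nkg7 (0.75) and Cxcr6 (0.74) lay within the range of myeloid marker genes in the same libraries (0.37 to 0.80). The proliferation signature had a median of 0.82 with 5 of 5 genes higher (adjusted p = 4.91e-05), Stmn1 of Figure 3B among them. The migration signature had a median of 0.18 with 5 of 5 genes higher (adjusted p = 0.0149). Of its genes, Xcl1 (1.29) and Tnfrsf9, which is labelled in Figure 3B, were higher at a limma adjusted p under 0.05, and Itm2a (0.18), Mif (0.13) and Srm (0.04) did not pass. The memory signature was lower, with a median of -0.76 (adjusted p = 1.29e-05). Among its genes are Lef1, Satb1 and Ccr7, which are also labelled in Figure 3B. The signatures of CD29, interferon and Junb/NF-kB had medians of -0.18, -0.04 and -0.12 and did not pass the threshold (adjusted p = 0.722, 0.851 and 0.792). The CD29 signature went both ways, with Itgb1 and Ahnak (0.25) higher and Il7r and Klf2 (-0.32) lower at a limma adjusted p under 0.05, and Itgb1 and Il7r are labelled on opposite sides of Figure 3B. So did the Junb/NF-kB signature, with Pim1 higher (0.17) and Junb lower (-0.25).

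Other lists were written from general knowledge. All 22 cell cycle genes tested were higher (median log2 fold change 0.73, adjusted p = 3.16e-15). Their log2 fold changes ran from 0.37 to 1.17, and the median lay within the range of the myeloid marker genes (0.37 to 0.80). Dividing cells of other types in the samples were not told apart from dividing T cells. A list of memory and stem-like genes was lower in 8 of its 12 members (median -0.29) and did not pass the threshold (adjusted p = 0.0513, with 0.000655 to 0.159 over the alternatives). It passed without PD-1+ replicate 1 (adjusted p = 0.0422) and without PD-1+ replicate 3 (adjusted p = 0.0458). It also passed without a filter on FPKM (0.0127) and with a mean FPKM of at least 0.1 (0.0261). Rescaling without immunoglobulin genes (0.0346) and a correction for GC content and transcript length (0.0409), both chosen after seeing the data, passed too. The other camera alternatives did not pass, with 0.159 for an estimated correlation. Tcf7 fell by 0.26 and Il2rb fell by 0.49 on the log2 scale, while Slamf6 rose by 0.53, Myb by 0.38 and Cd28 by 0.32. A list of terminal effector genes such as Klrg1, Prf1 and Cx3cr1 went both ways (median 0.14, adjusted p = 0.612), as did 16 genes of the type I interferon response (median 0.05, adjusted p = 0.79), whose median was -0.01 after rescaling to a total of 1000000 per library.

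With camera's correlation estimated from the data, the memory signature and the cell cycle list stayed under 0.05, whereas the cytotoxic, proliferation and migration signatures had adjusted p-values of 0.0751, 0.0744 and 0.182. With fry, all of these were under 0.05, as were the lists of memory and stem-like, terminal effector and type I interferon genes.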

Transcriptomic analysis showed that PD-1^+^CD8^+^ T cells were enriched in genes related to cytotoxicity, migration, and proliferation, whereas PD-1^-^ cells were associated with memory and stem-like phenotypes (Figure 3B). KEGG pathway analysis revealed differences in metabolism and cell migration (Figure 3C), consist with previous report that PD-1 signaling regulates the metabolism of memory CD8^+^ T cells 30. 

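The terms of Figure 3C name cell adhesion, the extracellular matrix and fatty acid and icosanoid metabolism. Families of genes defined by their symbols stand beside them here, since no pathway table was used. They were tested as sets on the same libraries, with Benjamini-Hochberg adjustment over 8 families.

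All 11 chemokine genes tested were higher in PD-1+ cells (median log2 fold change 0.83, adjusted p = 7.50e-07). Of 17 integrin genes, 15 were higher (median 0.52, adjusted p = 2.34e-05). Of 13 metalloproteinase genes, 11 were higher (median 0.29, adjusted p = 0.00283), and without a filter on FPKM this family did not pass the threshold (adjusted p = 0.108, with 6.46e-05 to 0.108 over the alternatives). Of 15 chemokine receptor genes, 12 were higher (median 0.32, adjusted p = 0.0317). Without PD-1- replicate 1 the receptors no longer passed (adjusted p = 0.0912, with 0.000369 to 0.563 over the alternatives). Only 5 of the 44 collagen genes reached a mean FPKM of 1, and 4 of these were lower in PD-1+ cells (median -0.32, adjusted p = 0.00755), Col6a4 among them. The collagens did not pass without a filter on FPKM (adjusted p = 0.993) or with a mean FPKM of at least 0.1 (adjusted p = 0.49), with 8.09e-05 to 0.993 over the alternatives. The laminins had fewer than 3 genes at a mean FPKM of 1 and were not tested.

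Of 17 genes of icosanoid enzymes, 15 were higher (median 0.21, adjusted p = 0.00306), and with a mean FPKM of at least 5 the family was at 0.0538, within 0.000379 to 0.0898 over the alternatives. Of 42 genes of fatty acid enzymes, 31 were higher by small amounts (median 0.09), and the family did not pass (adjusted p = 0.201), although 8 of its genes were higher and 3 lower at a limma adjusted p under 0.05. In the respiratory chain 56 of 88 genes were higher (median 0.05, adjusted p = 0.201, with 0.0392 to 0.617 over the alternatives). This family passed only after rescaling without immunoglobulin genes, which was chosen after seeing the data. Of 14 glycolysis genes, 11 were higher (median 0.18, adjusted p = 0.0513 over the gene lists). This list passed without PD-1+ replicate 2 (adjusted p = 0.0286) and without PD-1- replicate 3 (adjusted p = 0.0123), within 0.0111 to 0.397 over the alternatives. It also passed without a filter on FPKM (0.0111), with a mean FPKM of at least 0.1 (0.0261) and with fry (0.0132). Quantile normalization (0.0339), a replicate block (0.0434) and rescaling without immunoglobulin genes (0.0213) passed too. The other alternatives did not pass, with 0.397 for camera with an estimated correlation. The median of each family kept its direction under the 3 scaling alternatives. Under fry every family except the respiratory chain passed, the fatty acid enzymes included (adjusted p = 0.00419). With an estimated correlation only the chemokines did (adjusted p = 0.0399). The myeloid marker genes rose by 0.37 to 0.80 on the log2 scale in the same libraries. The median of the integrins lay within that range and that of the chemokines just above it. Those of the metalloproteinases, chemokine receptors and icosanoid enzymes lay below it. How far RNA of other cells raised these families was not tested, so their rises cannot be credited to the T cells alone.

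**Figure D2:**
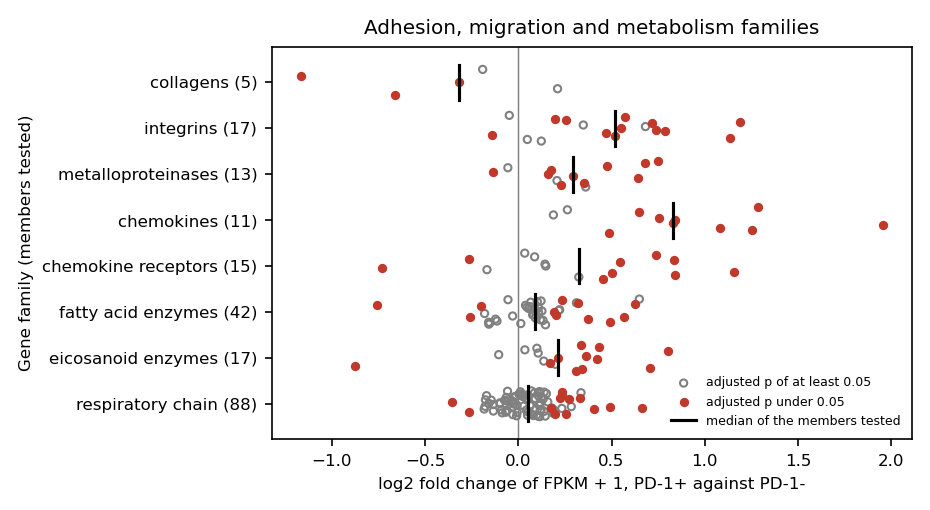
Log2 fold change (of FPKM + 1) of each gene tested in 8 families, with filled points for genes at a limma adjusted p under 0.05, open points for the others and a black line at the median of each family. The chemokines have the highest median and the collagens the only one under 0, here and under the 3 scaling alternatives.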

PD-1^+^CD8^+^ T cells expressed higher levels of activation (*Tnfsf11*, *Icos*), cytotoxicity (*Gzmb*, *Ifng*), migration (*Ccl5*, *Cxcr3*), proliferation (*Stmn1*, *Mki67*), transcription factors (*Maf*, *Tox2*), and inhibitory molecules (*Lag3*, *Tigit*) compared to PD-1^-^ cells (Figure 3D).

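Of 40 genes in the heatmap of Figure 3D, 37 had a mean FPKM of at least 1 and were tested. Of these, 36 were higher in PD-1+ cells at an adjusted p under 0.05 (limma) over all genes tested, and 36 were so adjusted over the list alone within each category. The study picked these genes on these libraries, so neither count is independent evidence. The exception was Il16, at 23.4 ± 4.0 FPKM in PD-1- and 23.7 ± 3.6 FPKM in PD-1+ cells (SD, n = 3), a log2 fold change of 0.03 (standard error 0.15, limma adjusted p = 0.919), which was -0.03 after rescaling to a total of 1000000 per library and -0.12 without PD-1- replicate 1. In 39 of the 40 genes all 3 PD-1+ libraries lay above all 3 PD-1- libraries.

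Among activation genes, Icos rose from 14.3 ± 0.93 to 25.8 ± 0.46 FPKM (SD, n = 3), a log2 fold change of 0.81 (standard error 0.05, limma adjusted p = 0.000172). Tnfsf11 was low in both groups, at 0.116 ± 0.048 and 0.625 ± 0.18 FPKM (SD, n = 3), and lay below the filter, as did Tnfsf4 and Prickle1. Without the filter its log2 fold change was 0.54 (limma adjusted p = 0.0174). Of the cytotoxicity genes, Gzmb rose from 11.0 ± 0.28 to 41.9 ± 0.25 FPKM (SD, n = 3) with a log2 fold change of 1.83 (standard error 0.03), and Ifng from 13.4 ± 0.55 to 38.2 ± 0.23 FPKM with a log2 fold change of 1.45 (standard error 0.04). Cxcr3 rose from 30.6 ± 1.7 to 55.4 ± 3.5 FPKM (SD, n = 3), a log2 fold change of 0.83, beside the chemokine genes Ccl3 (1.25), Ccl4 (1.08) and Ccl9 (0.84). Stmn1 rose from 11.1 ± 0.83 to 25.4 ± 0.72 FPKM and Mki67 from 19.3 ± 0.28 to 36.4 ± 1.4 FPKM (SD, n = 3).

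The transcription factor genes Maf and Tox2 were expressed at low levels. Maf rose from 1.34 ± 0.15 to 2.88 ± 0.26 FPKM and Tox2 from 0.553 ± 0.11 to 1.90 ± 0.13 FPKM (SD, n = 3), with log2 fold changes of 0.73 and 0.90, the latter 1.78 at a pseudocount of 0.01. The inhibitory molecules had the highest median of the 6 categories, 1.65. Lag3 rose from 8.87 ± 0.77 to 42.9 ± 1.4 FPKM (SD, n = 3), with a standard error of 0.06 on its log2 fold change, and Tigit from 11.4 ± 0.57 to 40.1 ± 1.3 FPKM, a log2 fold change of 1.73 (standard error 0.05). The remaining categories had medians of 0.97 (co-stimulation and activation), 0.77 (cytotoxicity and cytokines), 1.08 (chemokines and receptors), 0.88 (proliferation and apoptosis) and 0.73 (transcription factors). Of genes linked to exhaustion outside the heatmap, 10 of 10 were higher (median 0.48, adjusted p = 3.28e-06), with Tox at 1.15 and Nr4a2 at 1.11.

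For 17 of the 36 genes, Icos, Cxcr3, Maf, Prdm1, Il1b, Ccl9, Ccrl2 and Ifitm6 among them, the 95% confidence interval of the log2 ratio at a pseudocount of 0.01 reached down to the range of 14 myeloid marker genes in the same libraries, of which Csf1r was highest at 0.82. For the other 19, including Gzmb, Ifng, Ccl5, Stmn1, Mki67, Tox2, Lag3 and Tigit, it lay above that range.

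**Figure D3:**
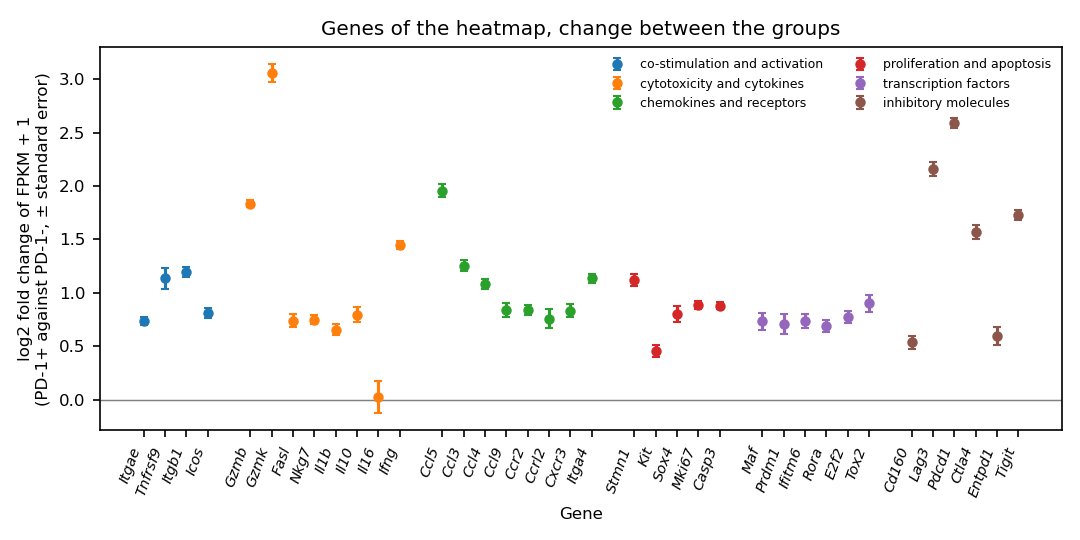
Log2 fold change (of FPKM + 1) between 3 PD-1+ and 3 PD-1- libraries for 37 tested genes of Figure 3D, coloured by category, with bars for the standard error from limma. All genes drawn except Il16 lie well above 0, from 0.46 for Kit upward.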

To further characterize PD-1^+^CD44^+^CD8^+^ T cells, we performed scRNA-seq on these cells from the spleen and kidney at 12W and 28W. Seven distinct clusters were identified: CD29, memory, cytotoxic, interferon-stimulated genes (ISGs), migration, proliferation, and inflammatory signaling (Junb/NFκB) (Figure 3E). However, no previously reported regulatory or exhausted subsets were detected 23, 28. The memory cluster, predominant in the spleen at 12W, diminished at 28W and was absent in the kidney at 28W. In contrast, CD29 and cytotoxic clusters expanded in both spleen and kidney at 28W, mirroring the notion that CD29^+^CD8^+^ T cells are IFN-γ-producing and cytotoxic 31. The migration cluster declined as the disease progressed, while ISGs, proliferation, and Junb/NFκB clusters slightly expanded in the kidney at 28W (Figure 3F). These results highlight the dynamic shift of PD-1^+^CD8^+^ T cells from memory-dominant to cytotoxic phenotypes during LN progression.

### Functional profiles and TCR repertoire of PD-1^+^CD8^+^ T cells in NZB/W F1 mice

We conducted an in-depth analysis of gene expression in PD-1^+^CD8^+^ T cell subsets throughout LN progression. Key signature genes were identified for CD29 (*Itgb1*, *Il7r*, *Klf2*), memory (*Lef1*, *Sell*, *Satb1*), cytotoxicity (*Gzmk*, *Cxcr6*, *Nkg7*), interferon response (*Ifit3*, *Ifit15*, *Isg20*), migration (*Xcl1*, *Mif*, *Srm*), proliferation (*Stmn1*, *Hmgb2*, *Pclaf*), and inflammatory signaling (*Junb*, *Nfkbia*, *Tnfaip3*) (Figure 4A). Notably, dynamic shifts in gene expression were observed, with central memory markers (*Sell*, *Ccr7*) prevalent at pre-disease, whereas genes linked to tissue infiltration (*Itgb1*, *Ccl5*) and cytotoxicity (*Nkg7*, *Gzmk*) becoming dominant during advanced disease (Figure 4B-C).

As the clonal expansion of CD8^+^ T cells drive the progression of autoimmune disease 32, 33, we next assessed T cell clonality using single-cell TCR sequencing (scTCR-seq). Limited clonal expansion was observed in most clusters, except for cytotoxic clusters in the 12W spleen. At 28 weeks, the CD29 and cytotoxic clusters exhibited significant expansion in the spleen, while all clusters except migration showed increased expansion in the kidney compared to the spleen (Figure 4D). The cytotoxic cluster had the highest clonal expansion (0.63), followed by proliferation (0.4), CD29 (0.35), ISGs (0.3), and memory (0.14) in the 28W kidney. Moreover, clonally expanded cells were more abundant in the 28W spleen compared to 12W, with robust expansion in CD29, memory, cytotoxic, and ISGs clusters in the 28W kidney (Figure 4E). These findings illustrate the dynamic clonal expansion of PD-1^+^CD8^+^ T cells, shifting towards cytotoxic and effector phenotypes as LN progresses.

### PD-L1 Fc treatment mitigates lupus nephritis in NZB/W F1 mice

Given that anti-PD-1 therapy expands PD-1^+^CD8^+^ T cells in cancer 34 and can paradoxically induce lupus-like autoimmunity 21, we hypothesized that activating the PD-1 pathway could mitigate LN. To test this, we administered PD-L1 Fc fusion protein to female NZB/W F1 mice between 20 and 24 weeks of age (Figure 5A). PD-L1 Fc treatment significantly alleviated kidney damage compared to PBS-treated controls, notably reducing proteinuria--a key marker of kidney dysfunction (Figure 5B). Serum levels of anti-dsDNA and ANA antibodies were also markedly lower in PD-L1 Fc-treated mice (Figure 5C). Furthermore, significant improvements in kidney pathology, including reduced glomerular, tubular, and perivascular damage scores, were observed (Figure 5D). Mesangial matrix expansion and IgG deposition within glomeruli were substantially diminished, indicating reduced inflammation and tissue damage (Figure 5E-F). These results demonstrate that PD-L1 Fc treatment effectively ameliorates kidney damage in this lupus model.

### PD-L1 Fc suppresses PD-1^+^CD8^+^ T cells and IFN-γ production in NZB/W F1 mice

Previous studies indicate that targeting CD4^+^ and CD8^+^ T cells with a DNA methyltransferase inhibitor can improve lupus pathology 35. In PD-L1 Fc-treated NZB/W F1 mice, the proportion of splenic CD4^+^ T cells remained unchanged, but the proportion of CD8^+^ T cells and the CD8^+^/CD4^+^ ratio significantly decreased (Figure 6A). PD-L1 Fc treatment had no effect on CD4^+^ T-cell subsets (naïve, memory, effector), but significantly downregulated IFN-γ-producing Th1 cells and upregulated regulatory T cells (Tregs) (Figure 6B and Figure S4A-B), supporting previous findings that the PD-1/PD-L1 axis converts Th1 cells into Tregs 36. T follicular helper (Tfh) and T follicular regulatory (Tfr) cells play critical roles in lupus pathogenesis 37. PD-L1 Fc treatment reduced the proportion of CD4⁺CD44⁺CXCR5⁺PD-1⁺ Tfh cells, while the CD4⁺Foxp3⁺CXCR5⁺PD-1⁺ Tfr cell population remained largely unaffected. This treatment resulted in a minor increase in the Tfr/Tfh ratio, although this change was not statistically significant (Figure S4C-D). In contrast, Th17 cells and TNF-α-producing CD4⁺ T cells were unaffected (Figure S4E-F), indicating selective regulation by PD-1 signaling.

In CD8^+^ T cells, both memory and effector subsets were reduced following PD-L1 Fc treatment (Figure 6C). Pathogenic subsets, including CD44^+^CD29^+^, CD44^+^PD-1^+^, PD-1^+^CD29^+^, and IFN-γ^+^CD8^+^ cells, were significantly decreased (Figure 6D-E and Figure S5A). Consistent with reduced IFN-γ-producing T cells, serum IFN-γ levels were also significantly lower (Figure 6F-G). Moreover, expression of other effector molecules (TNF-α, CD107a, FasL, perforin, GZMB) was downregulated (Figure S5B). These results suggest that PD-L1 Fc therapy selectively targets pathogenic CD8^+^ T cell subsets in murine LN.

### PD-L1 Fc suppresses pathogenic CD8^+^ T cell activation *in vitro*

Given the inhibitory effects of PD-L1 Fc *in vivo*, we evaluated its impact *in vitro*. CD8^+^ T cells from NZB/W F1 mice were activated with anti-CD3/CD28, followed by PD-L1 Fc treatment (Figure 7A). RNA-seq analysis revealed significant downregulation of genes related to activation, cytotoxicity, interferon signaling, migration, proliferation, and inflammatory pathways (Figure 7B). q-PCR and flow cytometry confirmed reduced transcripts and protein levels of effector molecules (Figure 7C-D). PD-L1 Fc also significantly decreased both the frequency and number of IFN-γ-producing CD8^+^ T cells, highlighting its potent inhibitory effect on IFN-γ production (Figure 7E). These findings demonstrate PD-L1 Fc suppresses the activation and cytotoxicity of pathogenic CD8^+^ T cells *in vitro* and *in vivo*.

### PD-1-Stat1-T-bet axis regulates IFN-γ production in CD8^+^ T cells

To uncover how PD-1 signaling regulates IFN-γ production, Gene Ontology (GO) analysis was performed on PD-L1 Fc-treated CD8^+^ T cells. Immune response mediators and negative regulation of cell activation were upregulated, whereas pathways linked to activation, cytotoxicity, and migration were downregulated (Figure 8A). Network analysis identified the Stat1-T-bet-IFN-γ pathway as a key target of PD-1-PD-L1 interaction (Figure 8B). CD8^+^ T cells from NZB/W F1 mice after anti-CD3/CD28 activation, PD-L1 Fc treatment significantly reduced phosphorylated Stat1 (p-Stat1), as confirmed by phospho-flow cytometry and Western blot in (Figure 8C-D). T-bet, a transcription factor driving IFN-γ expression 38, was also downregulated (Figure 8E), particularly in proliferating CD8^+^ T cells (Figure 8F). These findings suggest that PD-1 signaling inhibits p-Stat1, leading to reduced T-bet expression and decreased IFN-γ production (Figure 8G).

## Discussion

Our study underscores that PD-1, despite generally transmitting inhibitory signals, also functions as an activation marker in CD8⁺ T cells. We identified a hyperactivated subset of PD-1^+^CD8^+^ T cells in LN patients and NZB/W F1 mice, characterized by increased activation, cytokine production, and cytotoxicity. This aligns with PD-1 being an activation marker, with these cells not yet in a state of terminal exhaustion. Hence, this highlights the complex role of PD-1 signaling in CD8^+^ T cell function in autoimmune diseases.

Single-cell RNA sequencing revealed a diverse landscape of PD-1^+^CD8^+^ T cell subsets, including clusters with features of CD29, cytotoxicity, ISGs, proliferation, and Junb/NF-κB pathway activation. Notably, CD29 mediates immune cell migration and tissue adhesion 39, and CD29⁺CD8⁺ subsets have been associated with elevated serum IgG levels 40 and heightened cytotoxic capacity 31. Their expansion in the kidney of mice with advanced LN suggests a pathogenic role in tissue damage. Similar findings have been reported in patients with juvenile idiopathic arthritis (JIA), where PD-1^+^CD8^+^ T cells exhibited tissue-resident memory (Trm) profiles and clonal expansion, driving chronic inflammation 41. PD-L1 Fc treatment ameliorated nephritis by inhibiting these hyperactivated clusters, emphasizing their potential as therapeutic targets.

The variability in CD8^+^ T cell phenotypes across LN models emphasizes the impact of genetic background and disease context. In MRL/*lpr* mice, kidney-infiltrating CD8^+^ T cells appear metabolically exhausted 24, whereas in NZB/W F1 mice, PD-1^+^CD8^+^ T cells are hyperactivated. This discrepancy may stem from factors such as defective apoptosis and persistent autoantigen exposure in MRL/*lpr* mice 42, 43. Genetic variations in PD-1 signaling also influence disease outcomes, as evidenced in different PD-1-deficient mouse strains and *PDCD1* polymorphisms in LN patients 17, 19, 44, 45.

The elevated PD-1 expression on CD8⁺ T cells in SLE patients and murine model likely arises from continuous antigenic stimulation combined with a proinflammatory environment. Notably, kidney-infiltrating CD8⁺ T cells exhibit significantly higher PD-1 expression than circulating CD8⁺ T cells, suggesting that the kidney's inflammatory microenvironment and chronic autoantigen exposure promote PD-1 upregulation and enhance effector function. Sustained exposure to proinflammatory cytokines and autoantigens further elevates PD-1 expression, resulting in a PD-1^hi^ phenotype. These PD-1^hi^ cells are responsive to PD-L1 Fc treatment, which suppresses CD8⁺ T cell activity, thereby protecting the kidney and improving renal function.

Targeting PD-1 and CTLA-4, has shown promise in treating autoimmune diseases like RA 46, 47. Nevertheless, the mechanisms differ between CD4^+^ and CD8^+^ T cells. In cancer immunotherapy, PD-1 blockade predominantly enhances CD8^+^ T cell responses, whereas CTLA-4 inhibition primarily affects CD4^+^ T cells 48. Similarly, targeting CD4^+^ or CD8^+^ T cells with 5-azacytidine improves lupus pathology through distinct pathways in MRL/*lpr* mice 35. Our study corroborates these findings, showing that PD-L1 Fc selectively suppresses pathogenic CD8^+^ T cells, Th1 and Tfh cells while promoting Tregs in NZB/W F1 mice.

In conclusion, our findings reiterate that PD-1 is primarily an inhibitory checkpoint, and that the observed hyperactivation of PD-1^+^CD8^+^ T cells reflects a stage before terminal exhaustion, with PD-L1 ligation attenuating this activation. These results underscore the therapeutic potential of targeting PD-1 signaling to manage autoimmune diseases like LN.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
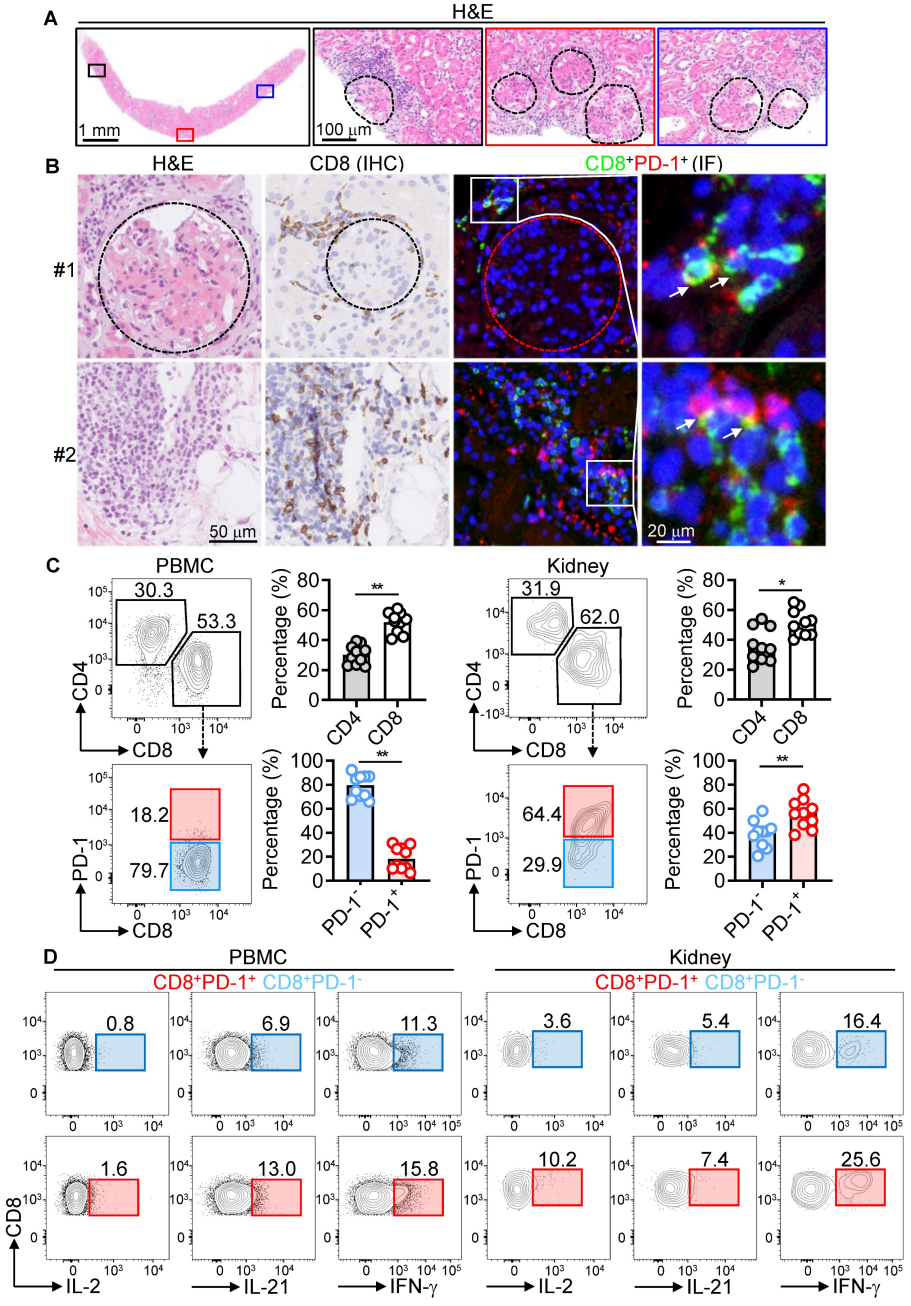
Hyperactivation of kidney-infiltrating PD-1^+^CD8^+^ T cells in LN patients. (A) H&E staining showing immune infiltration and glomerulopathy in renal biopsies from LN patients. The glomerulus is delineated by a dashed box. (B) IHC and IF staining of CD8^+^ and PD-1^+^CD8^+^ T cells in renal biopsies. (C, D) FACS analysis of CD4^+^, CD8^+^, PD-1 expression (C), and IL-2, IL-21, IFN-γ expression in PD-1^+^CD8^+^ and PD-1^-^CD8^+^ T cells (D) from PBMCs and MNCs of renal biopsies (n = 10) stimulated with PMA, ionomycin, and brefeldin A for 5 h. Data are shown as median with interquartile range and analyzed by Mann-Whitney U-test (C). *p ≤ 0.05, **p ≤ 0.01.

**Figure 2:**
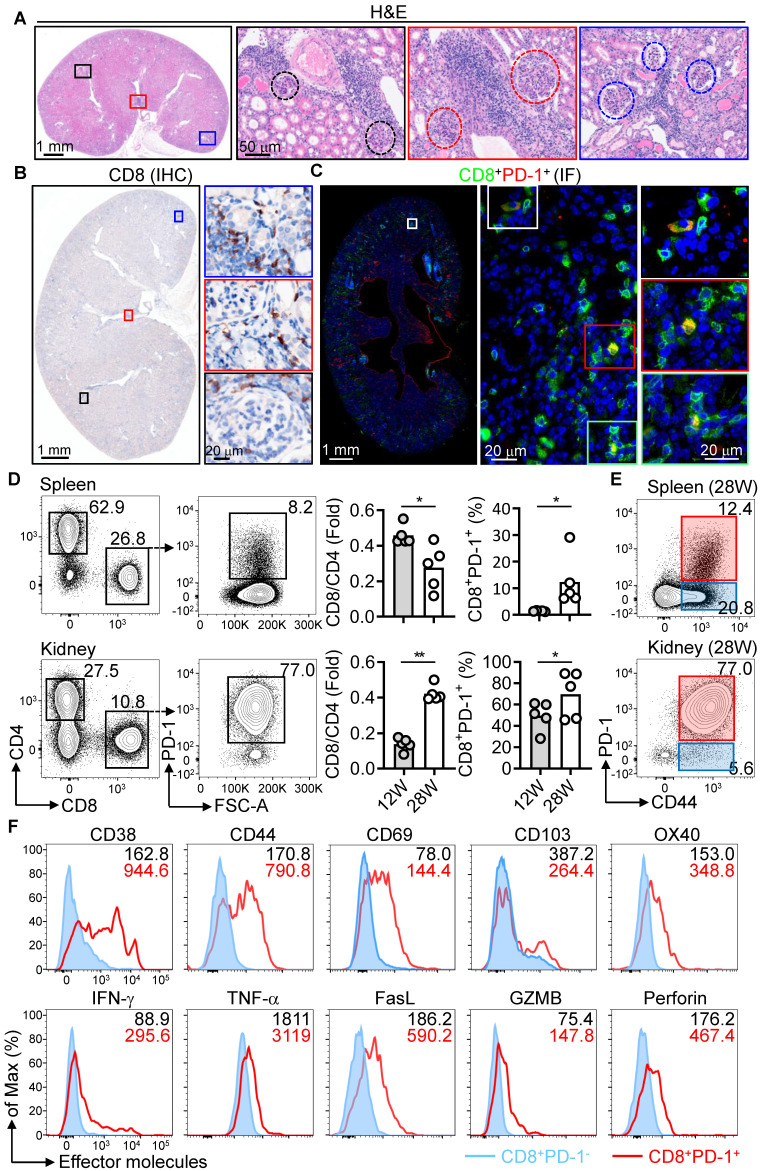
Enhanced activation of PD-1^+^CD8^+^ T cells in NZB/W F1 mice. (A) H&E staining of kidney sections from 28-week-old (28W) female NZB/W F1 mice. The glomerulus is delineated by a dashed box. (B, C) IHC of CD8^+^ T cells (B) and IF of PD-1^+^CD8^+^ T cells (C) in kidney sections from 28W mice. (D-F) FACS analysis of CD4^+^, CD8^+^, PD-1 expression (D), CD44 expression (E), and activation markers/effector molecules on CD8^+^PD-1^+^ and CD8^+^PD-1^-^ T cells (F) from spleen and kidney of 12W and 28W mice. Data are shown as individual points with mean ± SEM and analyzed by Mann-Whitney U-test (D). *p ≤ 0.05, **p ≤ 0.01.

**Figure 3:**
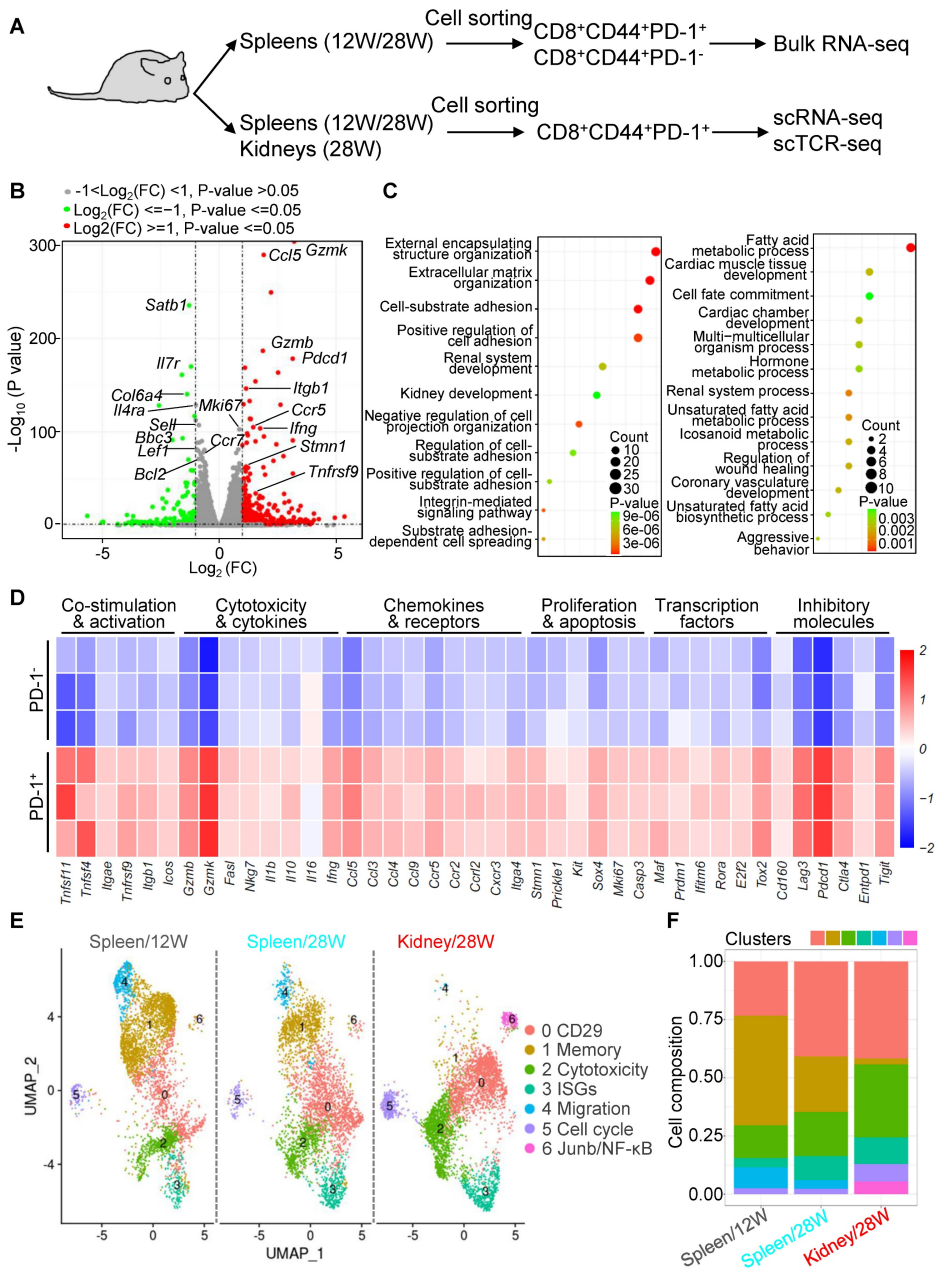
Functional heterogeneity and dynamic shifts of PD-1^+^CD8^+^ T cells in murine LN. (A) Experimental design for transcriptomic analysis of CD8^+^CD44^+^PD-1^+^ and CD8^+^CD44^+^PD-1^-^ T cells from 20-week-old (20W) NZB/W F1 mice. (B-D) Bulk RNA-seq analysis of splenic CD8^+^CD44^+^PD-1^+^ and CD8^+^CD44^+^PD-1^-^ T cells from 20W mice, including a volcano plot for differential gene expression (B), KEGG pathway analysis (C), and heatmap of selected genes (D). (E, F) scRNA-seq of PD-1^+^CD8^+^ T cells from spleens (12W and 28W) and kidneys (28W), showing UMAP plots for cell clustering (E) and cluster distribution (F).

**Figure 4:**
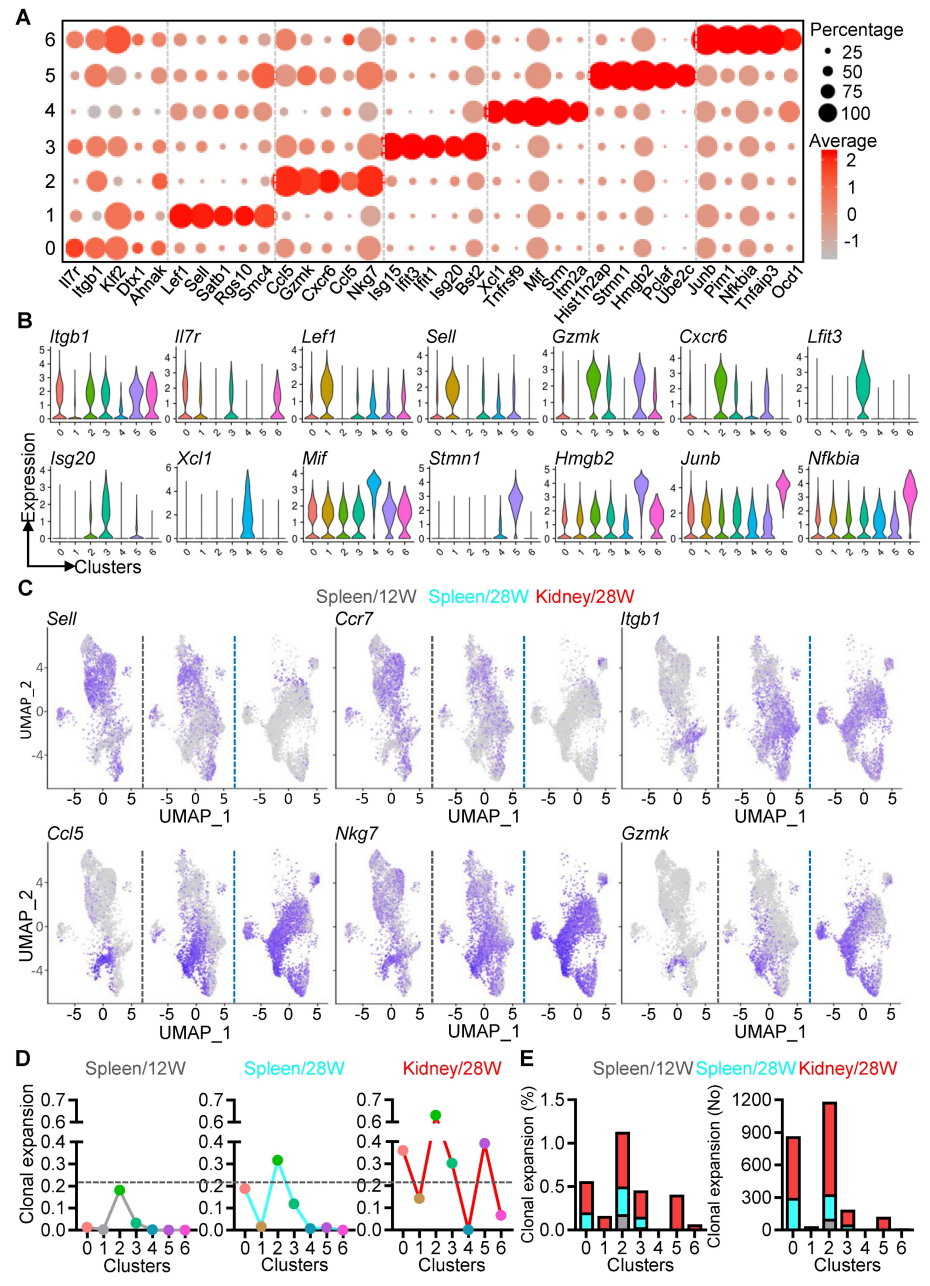
Hyperactivation and robust TCR clonal expansion of PD-1^+^CD8^+^ T cells. (A-C) Gene expression patterns in PD-1^+^CD8^+^ T cell clusters identified by scRNA-seq, visualized using dot plots (A), violin plots (B), and UMAP plots (C) for selected signature genes. (D, E) scTCR-seq analysis of PD-1^+^CD8^+^ T cells from spleens (12W, 28W) and kidney (28W), showing clonal expansion dynamics across clusters (D) and quantification of expanded cells (E).

**Figure 5:**
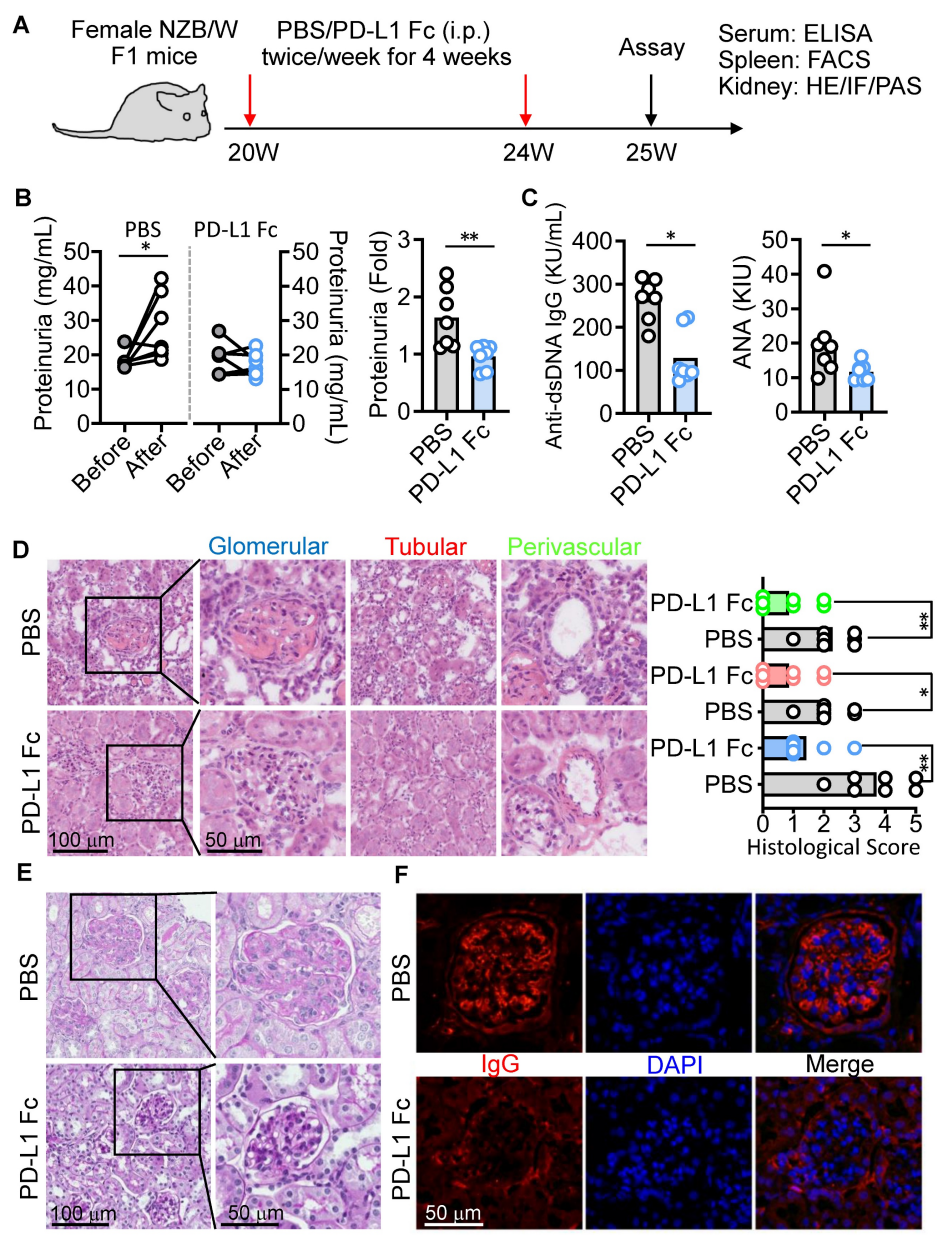
PD-L1 Fc treatment ameliorates kidney damage in NZB/W F1 mice. (A) Experimental design for treatment regimen and outcome measures in female NZB/W F1 mice. (B, C) Proteinuria levels (B) and serum anti-dsDNA and ANA titers (C) in PBS- and PD-L1 Fc-treated mice. (D-F) Kidney histopathology (H&E staining) and scoring (D), PAS staining (E), and IF staining for IgG deposits (F) in PBS- and PD-L1 Fc-treated mice. Data are shown as individual points with mean ± SEM and analyzed by Mann-Whitney U-test (b-d). *p ≤ 0.05, **p ≤ 0.01.

**Figure 6:**
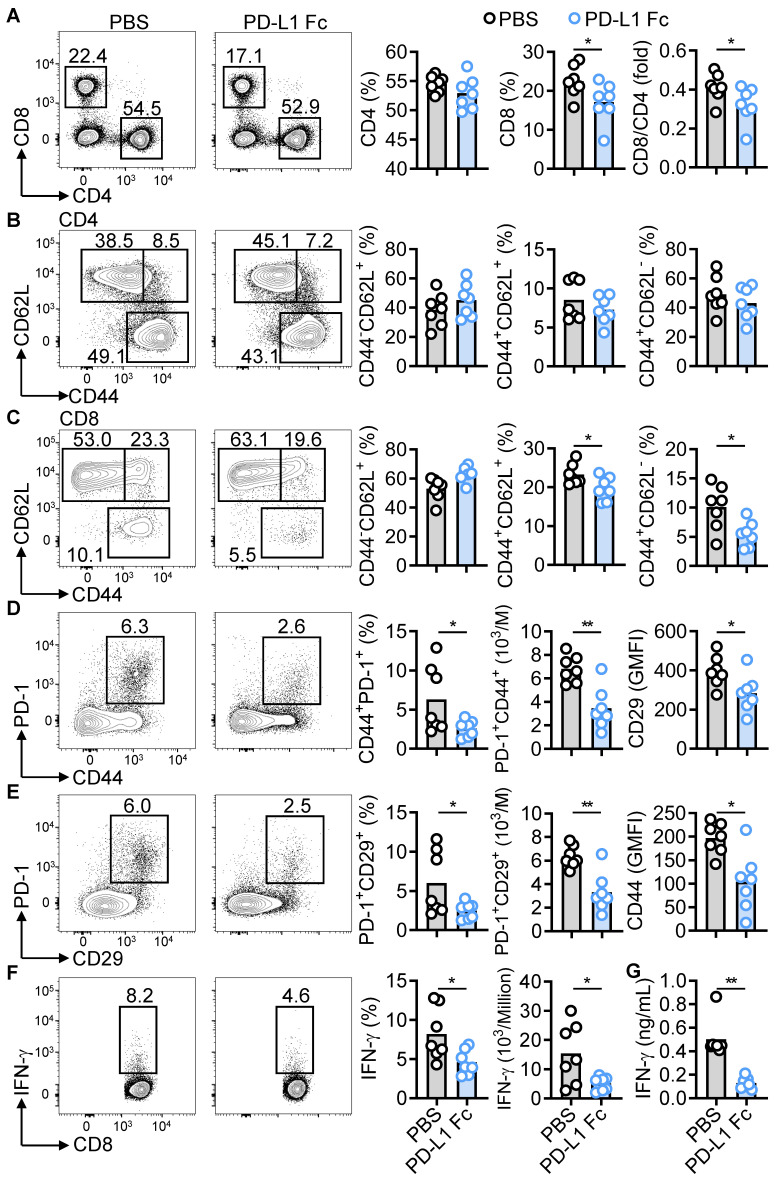
PD-L1 Fc inhibits PD-1^+^CD8^+^ T cell subsets and IFN-γ production. (A-F) FACS analysis of CD4^+^ and CD8^+^ T cells (a), CD4^+^ T subsets (B), CD8^+^ T subsets (C), CD44^+^PD-1^+^CD8^+^ T cells (D), PD-1^+^CD29^+^CD8^+^ T cells (E), and IFN-γ-producing CD8^+^ T cells (F) in spleens of PBS- and PD-L1 Fc-treated mice (n = 7). (G) Serum IFN-γ levels in PBS- and PD-L1 Fc-treated mice. Data are shown as individual points with mean ± SEM and analyzed by Mann-Whitney U-test (A-G). *p ≤ 0.05, **p ≤ 0.01.

**Figure 7:**
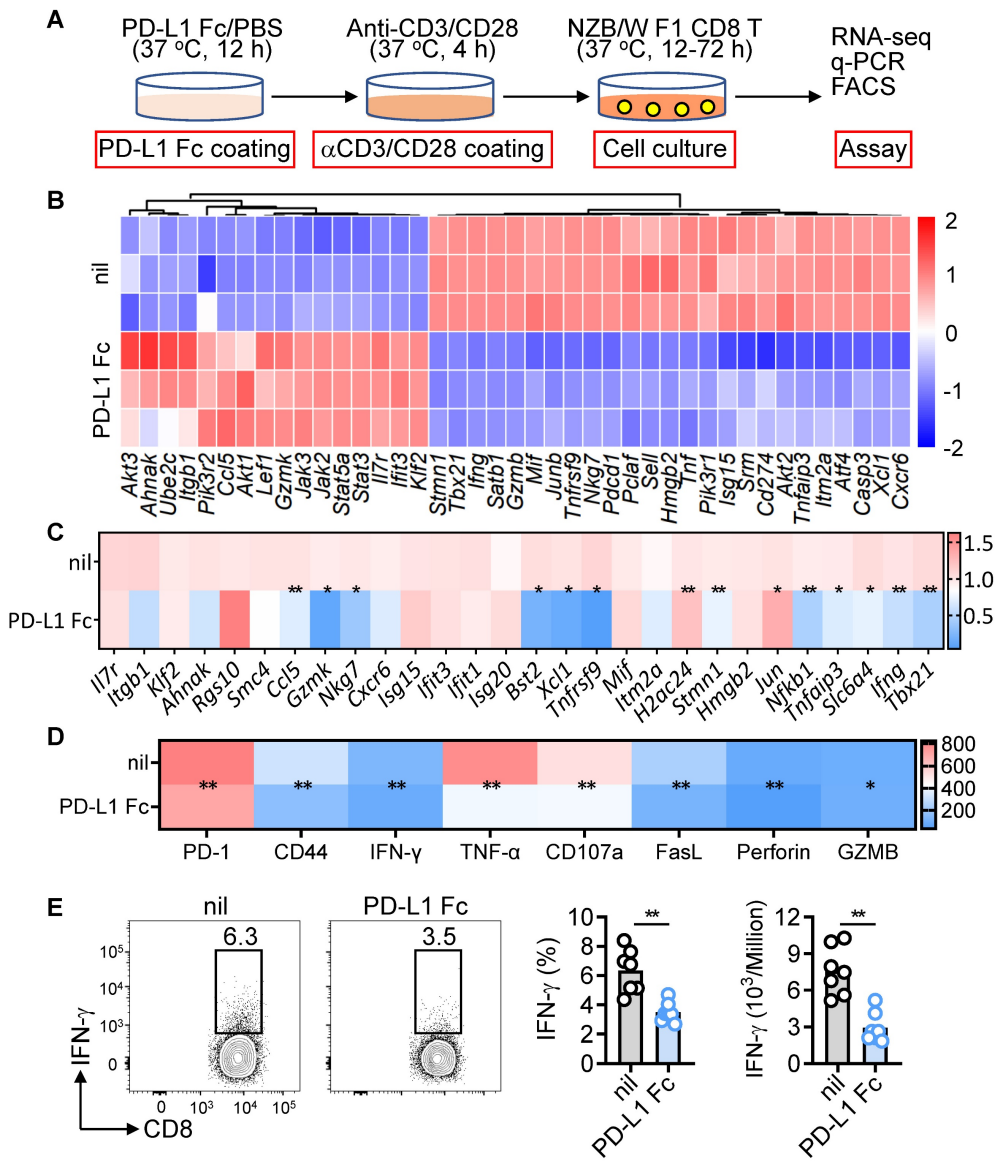
PD-L1 Fc suppresses CD8^+^ T cell activation and function *in vitro*. (A) Experimental design for CD8^+^ T cells from NZB/W F1 mice stimulated with anti-CD3/CD28 in the presence or absence of PD-L1 Fc. (B, C) Gene expression analysis after PD-L1 Fc treatment (12 h), including bulk RNA-seq (B) and q-PCR validation of selected genes (C). (D, E) FACS analysis of activation markers, cytokines, and cytotoxic molecules (MFI) (D), and IFN-γ ratio in CD8^+^ T cells treated with or without PD-L1 Fc (72 h) (E). Data are shown as individual points with mean ± SEM and analyzed by Mann-Whitney U-test (C-E). *p ≤ 0.05, **p ≤ 0.01.

**Figure 8:**
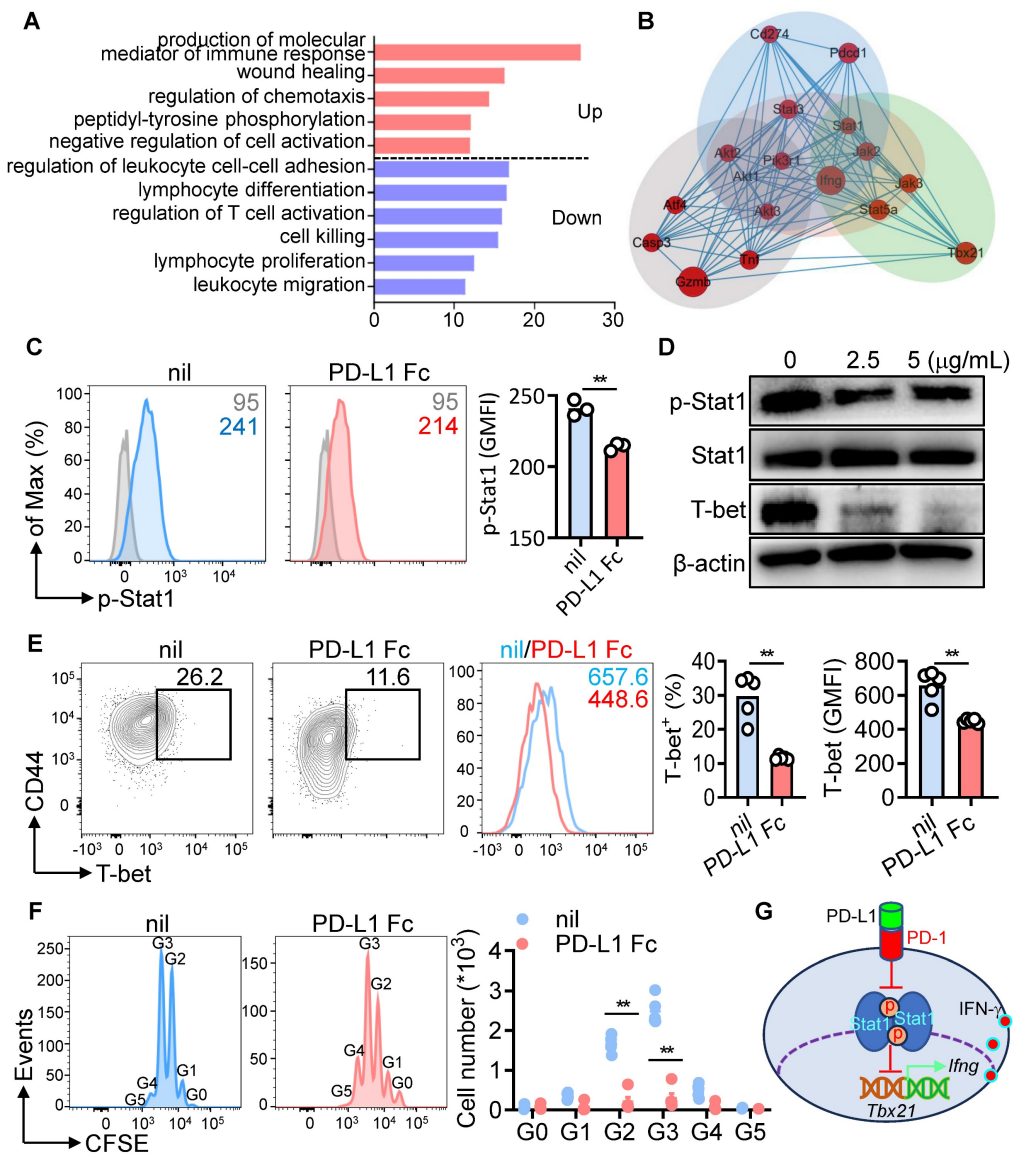
PD-1-Stat1-T-bet axis regulates IFN-γ production in CD8^+^ T cells. (A) GO analysis of differentially expressed genes in PD-L1 Fc-treated CD8^+^ T cells (from Figure 7B). (B) Schematic of the PD-1-Stat1-T-bet-IFN-γ pathway. (C) FACS analysis of phosphorylated Stat1 (p-Stat1) in CD8^+^ T cells treated with PD-L1 Fc. (D) Western blot of p-Stat1, total Stat1 (3 h), and T-bet (12 h) in PD-L1 Fc-treated CD8^+^ T cells. (E, F) FACS analysis of T-bet expression (E) and CD8^+^ T cell proliferation (F) after PD-L1 Fc treatment (72 h). (G) Schematic of PD-1/PD-L1 interaction in regulating IFN-γ secretion by CD8^+^ T cells. Data are shown as individual points with mean ± SEM and analyzed by Mann-Whitney U-test (C, E, F). *p ≤ 0.05, **p ≤ 0.01.

## Abbreviations

CD: cluster of differentiation
FasL: Fas ligand
gMFI: geometric mean fluorescence intensity
GO: gene ontology
GZMB: Granzyme B
H&E: hematoxylin and eosin
IFN-γ: interferon gamma
IL: interleukin
LN: lupus nephritis
PAS: Periodic Acid-Schiff
PBMC: peripheral blood mononuclear cells
PBS: phosphate-buffered saline
PD-1: programmed cell death-1
PD-L1: programmed death ligand 1
q-PCR: quantitative polymerase chain reaction
scRNA-seq: single-cell RNA sequencing
SLE: systemic lupus erythematosus
Stat1: signal transducer and activator of transcription 1
T-bet: T-box transcription factor
TCR, T cell receptor: UMAP, uniform manifold approximation and projection
W: week

How the deposited data were processed for this re-analysis (not part of the article)

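Bulk RNA-seq of splenic PD-1+CD44+CD8+ and PD-1-CD44+CD8+ T cells of NZB/W F1 mice was analysed, with 3 libraries per group. The authors deposited FPKM values for 55335 genes by Ensembl identifier, and the paper's text does not name how reads were aligned and counted. The values were used as deposited, without further normalization. Identifiers were matched to GENCODE M21 (Ensembl 96, GRCm38), which held 55154 of them and lacked 181. Across the 6 libraries 29752 genes were above 0. The single-cell RNA-seq and V(D)J data were not analysed here.

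FPKM values are not counts, so no test for counts was used. The fragments per library were estimated from the spacing of low FPKM values times length in 34186 genes with 1 transcript, and lay between 17590000 and 23990000. Tested on simulated libraries, the estimate erred by at most 2.7%. Between 33.8% and 36.4% of low values per library fell on whole numbers of fragments, so counts were not recovered. Between replicates the median coefficient of variation was 3.72% for 163 genes with at least 1000 fragments, where sampling alone gives 2.27%, and 18.9% for 296 genes with 20 to 100 fragments, where sampling gives 16.5%.

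Group differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a trend) on log2(FPKM + 1), over 12922 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes were also counted at the cutoff printed in Figure 3B. Tested on simulated data with 200 changed genes, 93.5% were called in the right direction, 2.60% of calls were false, and 0 genes were called where none had been changed. The simulated changes had fixed sizes in well expressed genes, with independent noise and no shift in composition. In the data 4001 genes were called, 2986 of them with an absolute log2 fold change under 0.5. The simulated rates therefore need not hold for these calls.

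Gene lists and families with at least 3 tested members were tested with camera at a preset correlation of 0.01. The lists were the 6 categories of Figure 3D, the labels on each side of Figure 3B, the 7 single-cell signatures of the study, 6 lists written from general knowledge (cell cycle, memory and stem-like, terminal effector, exhaustion, type I interferon response, glycolysis) and 8 lists of cell markers (B, plasma, myeloid, CD4 T, NK, erythroid and platelet, CD8 T, naive-like). The families were collagens, laminins, integrins, metalloproteinases, chemokines, chemokine receptors, and enzymes of fatty acids, eicosanoids and the respiratory chain, by symbol. TCR V segment use was summarised per library by the inverse Simpson index of FPKM shares, with a two-sided exact permutation test, for which 0.1 is the smallest p with 3 against 3.

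The genes named are those in the results text for Figure 3B to 3D, those labelled in Figures 3B and 3D, members of a reported list, and the 5 genes with the largest log2 fold change in each direction among those with an adjusted p under 0.05 and no overlap between groups, immunoglobulin and TCR V segments left out. A few further genes in the closing section were chosen after their values were seen. Some genes of these lists are not reported here, and counts and drawings of the genes of Figures 3B and 3D leave them out, whereas lists and families were tested with all their members. The sample groups, tests, lists, families and naming rule were set before the data were examined, apart from a correction to the symbol pattern of the immunoglobulin genes that dropped Ighmbp2. The alternatives set then were pseudocounts of 0.1 and 0.01, no filter or mean FPKM filters of 0.1 and 5, quantile normalization, median-ratio scaling, rescaling each library to a total of 1000000, eBayes without a trend or robust, a replicate block, fry, camera with an estimated correlation, V segments with a mean FPKM of at least 1, and each library left out in turn. A test for counts was also set then but was not run, since the values are FPKM. Rescaling without immunoglobulin genes, rescaling to the mean library total and a correction for GC content and transcript length (lowess, span 0.3) were chosen after seeing the data. Data were read with Python 3.11.15.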

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

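All tests of explanations in this part were chosen after the result was seen. The camera and fry tests of the marker lists had been set before the data were examined. The paper does not report on transcripts of other cell types or on ribosomal protein genes in these libraries.

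Immunoglobulin genes took 20.2 ± 0.232% of the FPKM in the PD-1- libraries and 27.9 ± 0.205% in the PD-1+ libraries (SD, n = 3), with Igkc at 27691 and 39181 FPKM. The 11 B cell markers outside the immunoglobulin loci had a median of 139 FPKM, and Cd79a had 271 and 268 FPKM, beside 125 and 117 FPKM for Cd8a. Reads shared between immunoglobulin segments would leave those 11 markers near 0, and their median argues against that. Of the 11 markers, 10 had at least 10 FPKM in every library, in line with RNA of B cells in the sorted samples. The genes Cd74, H2-Aa, H2-Ab1 and H2-Eb1 in this list are also expressed by myeloid cells. Whether whole B cells or free RNA brought these transcripts was not tested.

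Immunoglobulin segments were higher in PD-1+ libraries, in 234 of 246 cases, with a median log2 fold change of 0.48 that kept its direction under the 3 scaling alternatives. More B cell RNA would raise the other B cell markers as much, and these had a median of -0.047, from -0.12 to 0.14. That median was 0.04 after rescaling without immunoglobulin genes. Over all 14 B cell markers camera gave an adjusted p of 0.472, and 0.232 with fry. The 4 plasma cell markers outside the immunoglobulin loci (Jchain, Mzb1, Sdc1 and Derl3) were all higher at an adjusted p under 0.05, consistent with more plasma cell RNA in the PD-1+ samples, and the whole plasma cell list was higher in 8 of 8 genes (adjusted p = 6.20e-06 in camera, 0.084 with an estimated correlation). Jchain was at 685, 629 and 1226 FPKM in PD-1- replicates 1, 2 and 3 and at 1691 ± 37.2 FPKM in PD-1+ libraries (SD, n = 3). A difference between PD-1+ and PD-1- cells themselves was not tested.

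All 14 myeloid markers were higher in PD-1+ libraries, with a median log2 fold change of 0.68 (adjusted p = 2.75e-08 in camera, 0.089 with an estimated correlation, 0.00023 with fry). Lyz2 rose from 305 ± 8.9 to 526 ± 19.7 FPKM and S100a9 from 673 ± 17.7 to 1070.5 ± 18.8 FPKM (SD, n = 3). A lower share of CD8 T cells would raise B cell markers alike, but the medians of the myeloid and the 11 B cell markers were 0.73 apart. After the correction for GC content and gene length the median was 0.70, which argues against that bias as the whole cause. Whether more myeloid RNA in the PD-1+ samples or a difference between the T cells themselves raised these markers was not tested. Of these markers, Tyrobp and Fcer1g are also in the NK cell list. How far this reaches into the genes of Figure 3D is given under other observations.

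Ribosomal protein genes were lower in PD-1+ libraries, in 83 of 86 cases, with a median log2 fold change of -0.45 and a share of the FPKM of 12.2 ± 0.215% against 8.49 ± 0.119% (SD, n = 3). The median was -0.45 after the correction for GC content and gene length, and -0.37 after rescaling without immunoglobulin genes, which argues against that bias and against the larger immunoglobulin share as whole causes. Tpt1 and Eef1a1, chosen after their values were seen, had log2 fold changes of -0.57 and -0.28. A mix of cell types that differs between the groups and a difference between the T cells themselves stay open, as neither was tested.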

How the results depend on the processing

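Rescaling without immunoglobulin genes, rescaling to the mean library total and the correction for GC content and gene length were chosen after seeing the data. The test for counts among the alternatives was not run, since the values are FPKM, not counts.

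Genes at an adjusted p under 0.05 numbered 2397 higher and 1604 lower in PD-1+ cells. Leaving out each library gave 1794 to 2031 higher and 1197 to 1289 lower. The balance of the directions moved with the scaling. Higher and lower genes were 1863 and 2226 after rescaling each library to a total of 1000000, 1870 and 2232 after rescaling to the mean library total, 2013 and 1978 after quantile normalization, 2118 and 1889 after median-ratio scaling, and 3688 and 1016 after rescaling without immunoglobulin genes. The last raised the median log2 fold change of all genes from 0.02 to 0.09. The correction for GC content and gene length gave 2470 and 1808.

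At the volcano cutoff, 59 genes were higher and 25 lower. These became 151 and 63 at a pseudocount of 0.1 and 176 and 71 at 0.01, since a smaller pseudocount enlarges fold changes of genes with low FPKM. With a mean FPKM of at least 5 there were 37 and 14, with fewer genes tested. After rescaling each library to a total of 1000000, 55 were lower. This multiplies the values by 2.49 to 2.61, so that the pseudocount weighs less. With totals rescaled to their mean, which are as equal but keep the scale, 29 were lower, so most of that rise came from the scale. Leaving out each library gave 57 to 73 higher and 22 to 30 lower.

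Of the gene lists, 16 were higher and 3 lower at an adjusted p under 0.05, of which 8 consist of genes that the study picked on these libraries and 5 more share some of those genes. With camera's estimated correlation 8 were higher and 3 lower. Of the families, 5 were higher and 1 lower. With an estimated correlation 1 was higher and 0 were lower, although at an unadjusted p under 0.05 the collagens were lower (p = 0.0493). Without a filter and with a mean FPKM of at least 0.1, 0 families were lower. With a mean FPKM of at least 5, 3 were higher and 0 lower, and the collagens could not be tested, with fewer than 3 genes left. The causes of these changes were not tested.

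Directions reversed for sets and a gene that lay far from the threshold. The single-cell interferon signature went up rather than down with fry (adjusted p = 0.885) and after rescaling without immunoglobulin genes (adjusted p = 0.736), and without PD-1- replicate 3 (adjusted p = 0.926), with 0.827 to 0.956 across the fits that each left out a library. The B cell markers went up with fry (adjusted p = 0.232) and after rescaling without immunoglobulin genes (adjusted p = 0.846), and the terminal effector list went down with a mean FPKM of at least 5 (adjusted p = 0.93). The log2 fold change of Il16 was -0.0009 with median-ratio scaling, -0.03 after rescaling to a total of 1000000, -0.0293 after rescaling to the mean total, and -0.12 to 0.10 with each library left out. The causes were not tested.

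Over all alternatives, results for gene lists became weaker in 9 cases, stronger in 24 and reversed in 6. Results for families became weaker in 12 cases and stronger in 2. Of 45 genes of Figures 3B and 3D, 44 kept their direction and their side of the threshold under every alternative that gave them a value, Il16 excepted. The log2 fold change of Pdcd1 was 2.54 to 3.21 over the alternatives.

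The replicate numbers recur in both groups. The deviations of libraries with the same number from their group means correlated across genes at 0.0252, 0.004 and 0.041. Sampling makes up much of the spread between replicates and lowers such a correlation. These values therefore give no sign that the numbers pair the samples, but cannot exclude it. With a replicate block, 1963 genes were higher and 1306 lower, and 3112 of the 4001 genes were shared. The depth limits genes with few fragments, such as Tnfsf11 at 0.116 and 0.625 FPKM.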

Differences from the paper's values

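The paper's values here were read by eye from Fig. 3B, and no test was chosen to bring values closer to them.

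The paper's log2 fold change of Pdcd1 is about 3.1 in Fig. 3B, against 2.59 here, and of the alternatives set before the data were examined a pseudocount of 0.1 (3.13) came within the error and the others did not. For Tnfrsf9 the paper's value is about 1.6 against 1.13. A pseudocount of 0.01 brought it within the error (1.37), and the other alternatives did not. For Satb1 the paper's value is about -1.3 against -1.14, and pseudocounts of 0.1 (-1.22) and 0.01 (-1.23) and rescaling each library to a total of 1000000 (-1.25) came within the error. For Col6a4 it is about -1.4 against -1.17, and a pseudocount of 0.01 (-1.31) and the same rescaling (-1.31) came within it. That rescaling also shrinks the weight of the pseudocount. With totals rescaled to their mean, chosen after seeing the data, Satb1 was at -1.19 and Col6a4 at -1.22, so equal totals alone did not close these gaps. For Ifng the paper's value is about 1.7 against 1.45, and for Bbc3 about -2.0 against -1.39. None of the alternatives set before the data were examined closed these gaps, with up to 1.51 for Ifng and -1.52 for Bbc3.

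The paper's minus log10 p in Fig. 3B, read by eye, is about 290 for Ccl5 against 7.51 here, about 190 for Gzmb against 9.13, about 180 for Pdcd1 against 9.09, about 240 for Satb1 against 7.44 and about 170 for Il7r against 6.99. None of the alternatives set before the data were examined closed these gaps. Each was a limma fit on at most 3 libraries per group, which could not come near such values, so this outcome does not explain them. An exact Mann-Whitney U test with 3 against 3 cannot give a p under 0.1, so it did not give the values of Fig. 3B.

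The paper shows Il16 among the genes of Fig. 3D, and its log2 fold change here was 0.03 (limma adjusted p = 0.919). The paper names Tnfsf11 as higher in PD-1+ cells, and here it lay below the filter on FPKM. Without the filter it was higher (log2 fold change 0.54, limma adjusted p = 0.0174). Fig. 3C lists fatty acid metabolism among its terms, and the family of fatty acid enzymes did not pass the threshold here (camera adjusted p = 0.201), although it did with fry (adjusted p = 0.00419).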

Other observations

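All tests of explanations in this part were chosen after the result was seen.

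The 6 libraries can be split into groups of 3 in 10 ways. For each of 4 results, 1 of the 10 splits, the real one, gave a count as large. It gave 4001 genes at an adjusted p under 0.05 against at most 4 for another split, 84 genes at the volcano cutoff against 18, 19 gene lists against 10, and 6 families against 3. With 10 splits the share cannot be under 0.1 whatever the values, so a share of splits can neither exclude nor favour a random grouping here.

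More myeloid RNA in the PD-1+ samples could raise genes of Figure 3D that myeloid cells express. At a pseudocount of 0.01 the log2 ratios of the 14 myeloid markers went up to 0.82. For 19 of the 36 heatmap genes that were higher, the 95% confidence interval lay above this, which argues against myeloid RNA of that composition as their whole cause. The margin was small for Mki67, and Mpo, a myeloid gene outside the list that was chosen after its values were seen, rose from 19.6 ± 1.3 to 38.2 ± 0.60 FPKM (SD, n = 3), a log2 fold change of 0.93. For the other 17 genes (Kit, Entpd1, Cd160, Prdm1, Il1b, Ifitm6, Ccrl2, Nkg7, E2f2, Cxcr3, Fasl, Icos, Il10, Itgae, Rora, Ccl9 and Maf) the interval reached the range of the markers, and more myeloid RNA cannot be told apart from a difference between the T cells, since bulk libraries do not separate them.

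The spread between replicates was small, but above sampling. The median coefficient of variation was 3.72% against 2.27% from sampling for genes with at least 1000 fragments, and 18.9% against 16.5% for genes with 20 to 100. A candidate explanation is that the libraries of a group came from one pool of cells. Immunoglobulin V segment use differs between animals, so separate animals would make V segments vary more than other genes. Of 147 immunoglobulin V segments with a mean of at least 32 FPKM, 49.0% had a spread above that of genes matched on level and length, with a median SD of 0.0656 against 0.0681 (log2). Over all 216 immunoglobulin V segments, 126 did, with 0.0999 against 0.0742. Of 109 TCR V segments, 55 did, with 0.219 against 0.223, and of the 7 abundant ones 3 did. The abundant immunoglobulin segments and the TCR segments are in line with a pool, and the immunoglobulin segments over all levels go the other way. Whether separate mice of this cross would vary as little was not tested. If a group did come from one pool, its p-values and SD measure the spread between libraries and do not extend to other mice.

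The inverse Simpson index of TCR beta V segment use was 8.99 ± 0.203 in PD-1- and 8.84 ± 0.108 in PD-1+ libraries (SD, n = 3, two-sided exact permutation test, p = 0.30). For alpha V segments it was 49.3 ± 0.820 and 51.8 ± 0.745 (SD, n = 3, two-sided exact permutation test, p = 0.10, the smallest possible with 3 against 3). Over segments with a mean FPKM of at least 1, the exact permutation p-values were 0.40 and 0.10.

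Marker lists of further cell types had these medians of the log2 fold change and camera results. CD4 T cell markers were higher in 6 of 6 genes (0.40, adjusted p = 0.00839), with Cd4 from 3.32 ± 0.045 to 4.86 ± 0.61 FPKM (SD, n = 3), Izumo1r from 5.51 ± 1.0 to 13.8 ± 0.84 FPKM (SD, n = 3) and a log2 fold change of 0.69 for Foxp3. Erythroid and platelet markers were higher in 7 of 7 genes (0.27, adjusted p = 0.00645). With an estimated correlation these lists were at 0.198 and 0.355. NK cell markers were higher in 6 of 7 genes (0.28, adjusted p = 0.0743, with 0.000491 to 0.188 over the alternatives), and passed without PD-1+ replicate 2 (0.0326) and without PD-1+ replicate 3 (0.0469). Of the NK list, 2 genes are also in the myeloid list. CD8 T cell markers went both ways (-0.09, adjusted p = 0.389), with 1 gene higher and 3 lower at a limma adjusted p under 0.05. These were Cd44 from 19.6 ± 0.86 to 26.7 ± 1.3 FPKM and Cd8b1 from 252 ± 6.9 to 212 ± 5.3 FPKM (SD, n = 3), Cd3d with a log2 fold change of -0.19 and Ptprc with -0.15. Naive-like markers were lower (-0.63, adjusted p = 2.22e-06), with Lef1 and Ccr7, labelled in Figure 3B, among them.

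Some genes were chosen after their values were seen. Tcrg-C2 rose from 3.02 ± 0.51 to 9.48 ± 0.62 FPKM (SD, n = 3), a log2 fold change of 1.39, and Tcrg-C4 had 0.96, Ikzf2 1.22, Nrp1 1.25 and Trac -0.29. No explanation was tested for these.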
